A study of Oryza sativa with 18 samples.

How the data were processed

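Nuclei of rice (Oryza sativa, genotype Nipponbare) were assayed by single-cell ATAC-seq, in which a transposase inserts sequencing adapters into open chromatin and a droplet barcode marks the fragments of each nucleus. Per the labels, fresh tissue was used, nuclei were sorted by fluorescence-activated nuclei sorting, 16000 nuclei went into each library, and the libraries were made with a 10x Genomics droplet kit. The labels give 9 organs or stages with 2 libraries each, 18 libraries in all. The title of each library names its organ and a replicate number, and the organ was the group.

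The first of the authors' files is a table of 128764 regions by 128 columns, and each column is 1 cell state of 1 organ. The deposited values are log2 values, and per the name of the table they derive from CPM, counts scaled to a fixed total per column. They run from -3.24 to 6.21 on the log2 scale, and 2 raised to the values sums to nearly the same total in every column, between 1007548 and 1008613. The highest value is identical in all 128 columns and the column means lie between 2.14 and 2.17, so the values as deposited had been brought to nearly one distribution, as quantile normalization does. The aligner, the genome build, the shift of reads for transposase insertion, the region caller, the treatment of doublets and the way nuclei were clustered and named are not given in the sources used here. The design text in the labels says that all samples were integrated in 1 analysis. No column carries a replicate number, so each column was taken as the authors' value pooled over the libraries of its organ, and it has no SD and no n. The number of columns that could not be assigned to an organ was 0.

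The second of the authors' files is a list of 120048 regions, each marked as broadly accessible or with the names of 1 or more cell states in which the authors call it specific. It holds no score or p-value, and the rule behind the calls is not given in the sources used here. Regions are 501 bases wide, apart from 2 regions of the list. Coordinates are printed as the files give them, counted from 1, with the starts read as counted from 0.

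Depth per column is not given. After the authors' normalization the steps between low values no longer gave whole reads, so no count test was run. The number of distinct values in a column was used as a substitute, because a column made from few reads can take few values. It ran from 51 to 2587 with a median of 402.5. If the values came from whole counts, the ranks of the distinct values put the total count of a column at no less than 869487 for the column with the lowest bound and 56773972 for that with the highest. The substitute was taken to order columns by depth, which could not be checked, and it gives no counting interval for an accessibility value. The bounds on the total order some columns differently. In late seed, Dorsal_lateral_endopserm had 357 distinct values and a bound of 8091775, and Scutellum had 479 and 7130622. Intervals printed for shares of regions are exact 95% binomial (Clopper-Pearson) intervals. They cover counting error only, and neighbouring regions are not independent.

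The tests were planned for CPM and the table held log2 values. The planned scale was kept by raising 2 to each value, adding a pseudocount of 1 and taking log2 again, and the log2 values as deposited were added as an alternative chosen after seeing the data. A difference on this log2(CPM + 1) scale understates the change of regions with low values. A region counted as accessible in a state at a CPM of at least 1.

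Similarity was the Pearson correlation of log2(CPM + 1) across regions for each pair of columns, averaged over pairs of the same organ, pairs with the same cell type label in different organs, and other pairs. The mean within each organ minus its mean with other organs was taken per organ, and the same-label minus different-label mean was taken for each pair of organs sharing at least 2 labels. Regions are not independent replicates, and the columns of an organ share libraries, so no p-value was computed.

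Organ contrasts compared seminal root with crown root, early seed with late seed, and early seedling with seedling, label by label. Regions with a CPM of at least 1 in 1 or more of the columns were kept. The count of interest was of regions beyond 1 on the log2 scale in the same direction in every shared label. Regions with the same direction in every label, and those whose mean also passed 1, were looked at as well. As a reference for the count with 1 direction, the signs of the label differences were drawn at random 100 times.

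The effect of a cell type label was tested across organs for the 6 labels found in at least 4 organs. In each organ the mean of all other states of that organ was subtracted from the state with the label, and these differences, 1 per organ, entered limma with an intensity trend as a one-sample, two-sided moderated test with Benjamini-Hochberg adjustment at an adjusted p under 0.05. Regions with a CPM of at least 1 in 1 or more states of these organs were tested. The organ is the unit, so n is 4 or 5. On simulated differences with the spread of the real regions and 200 regions moved by 2 on the log2 scale, the same step recovered 91.5% for Bundle_sheath, 47% for Companion_cell, 71% for Epidermis and 82% for Mesophyll, each over 128756 regions. It recovered 84% for Procambial_meristem over 128755 regions and 93.5% for Vascular_cell over 128756 regions. False calls numbered between 1, for Companion_cell, and 8, for Procambial_meristem. With no region moved, it made 0 calls for each label. The simulation drew organs as independent and did not model spread shared between organs.

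The rule for naming regions was fixed before the data were examined. It names, for each organ, the region of the list, at a CPM of at least 5 in a state of that organ, that exceeds the second-highest state of all by most. It names, for each organ pair and direction, the region with the largest mean difference among those with 1 direction in every shared label. For each label tested across organs it names the region with the smallest adjusted p that was higher in every organ. The rule also named 13 marker loci. These, and the position of regions relative to genes, were not analysed here because no annotation with coordinates of the build of the files was used.

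Alternatives fixed before the data were examined were pseudocounts of 0.1 and 5, no filter, another CPM limit of 2 or 5, a tau index of at least 0.8 as the definition of specificity, an overlap of at least 50% between list and table, Spearman correlation, specific regions only, leaving out the 32 columns of lowest depth, quantile normalization, a fit without the organ block, averaging organs that share a tissue label, a difference beyond 2, and leaving out each organ in turn. Alternatives chosen after seeing the data were the log2 values as deposited, a CPM limit of 5 in the limma test, and the labels shared by at least 4 organs as the only other states. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.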

Results

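Chromatin accessibility was profiled in single nuclei of 9 organs or stages of rice: axillary bud, early seedling, seedling, leaf, seminal root, crown root, panicle, early seed and late seed. Each organ had 2 libraries. The authors grouped nuclei into cell states and gave 1 pooled value per region and state, so the values below have no replicate within an organ. Early seedling had 19 states, seedling 17, panicle 16, axillary bud, crown root and early seed 14 each, late seed and seminal root 13 each, and leaf 8. The table held 128 states and 128764 regions.

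Depth per state is not given and was approximated by the number of distinct values in a column. The median over the states of an organ ranged from 195 in early seedling to 691 in panicle. The shallowest column was an early seedling state with 51 distinct values and the deepest was Rachis of panicle with 2587. Values of shallow columns carry more sampling error than those of deep columns.

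The first question was how many regions are accessible in each state of the atlas. A median of 115155.5 regions reached a CPM of at least 1, which is 89.4% of the table, with a range over states of 110259 to 120159. This number is nearly fixed by the authors' normalization and does not measure a difference in accessibility between states. With other limits it was 96430.5 regions at a CPM of at least 2 and 60364 at a CPM of at least 5. In all 128 states together, 54321 regions (42.2%) reached a CPM of at least 1 in every state.

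The next question was which regions are specific to cell states. The authors' list marked 42649 of 120048 regions (35.5%, exact 95% interval 35.3 to 35.8) as specific to 1 or more states and 77399 as broadly accessible. A tau index of at least 0.8 over the columns, a measure that is 1 when a region is open in a single state, was reached by 26.4% of the regions of the table. A specific region named a median of 5 states (interquartile range 3 to 9, maximum 22), 4479 (10.5%) named 1 state, and 9978 (23.4%) named states of 1 organ. A further 15668 (36.7%) named states of 2 organs and 4358 (10.2%) named states of 5 or more.

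The list and the table were then compared region by region. Of the listed regions, 119967 had the same coordinates as a region of the table and 81 did not, of which 78 lay outside the 12 numbered chromosomes. Among 42568 specific regions with at least 1 named state in the table, the highest column was a named state in 86.6% (exact 95% interval 86.3 to 86.9), against 4.68% for columns drawn at random. The list derives from the same nuclei as the table, so the 2 files had to match to a large degree. These values describe how they relate and are no independent test of the calls. The mean of the named states exceeded the median of the other states by a median of 2.24 on the deposited log2 scale, and the excess was below 0 in 29 regions. The median tau index was 0.816 for specific regions and 0.611 for broadly accessible ones. The median of the mean CPM over states was 2.35 for specific and 8.46 for broadly accessible regions.

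The number of listed regions per state differed between organs. The median over the states of an organ was 4726 in seminal root (range 3201 to 6687), 3573 in early seed (2043 to 8026), 2943 in late seed (2194 to 6736) and 2065 in crown root (1195 to 3968). It was 1319 in leaf (526 to 2138), 695 in seedling (37 to 2118), 621 in axillary bud (141 to 951), 573 in early seedling (91 to 1269) and 459 in panicle (198 to 1019). The ranges of seminal root and of the seedling, bud, leaf and panicle groups did not overlap. The longest list belonged to Lateral_endosperm of early seed and the shortest to Vascular_cell of seedling.

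**Figure D1:**
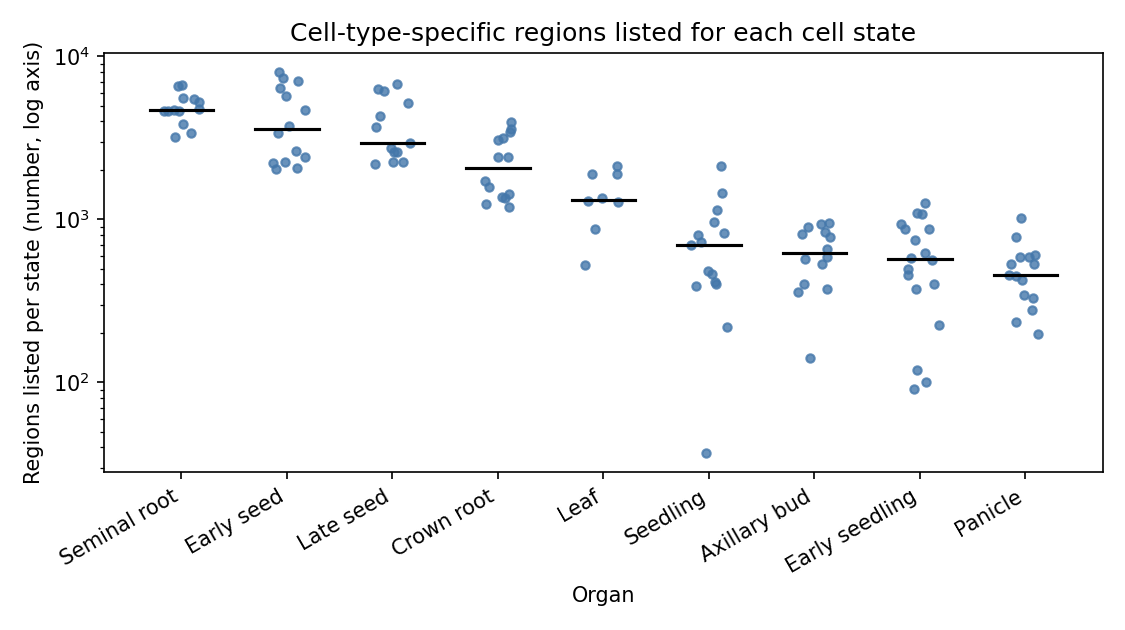
Number of cell-type-specific regions that the authors list for each cell state, on a log axis, by organ. Each point is 1 state and the line is the median of the organ, which falls from 4726 in seminal root to 459 in panicle.

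By the rule for each organ, the region that most exceeded every other state was taken from the list. The genome build of the coordinates below is not given in the sources used here, and the genes around the regions were not analysed. On the log2(CPM + 1) scale the widest margin was in leaf, where the region on chromosome 4 from 5051158 to 5051658 had a CPM of 26.2 in Leaf_UN2 and 2.78 in the next state, a difference of 2.85. For late seed, the region on chromosome 12 from 20649478 to 20649978 had a CPM of 10.4 in Central_endosperm and 0.936 in the next state (2.56). As a ratio of CPM the margin was wider in late seed, 11.1 against 9.43 in leaf, and so it was with a pseudocount of 0.1 (3.34 against 3.19) and on the deposited log2 values (3.48 against 3.24). For early seed, the region on chromosome 7 from 15650326 to 15650826 had 16.2 in Scutelar_vascular_bundle and 2.37 in the next (2.35). For early seedling, the region on chromosome 4 from 18057812 to 18058312 had 17.6 in Early_seedling_UN1 and 2.75 in the next (2.31).

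For seminal root, the region on chromosome 11 from 25575896 to 25576396 had a CPM of 15.4 in Seminal_root_UN1 and 2.38 in the next state (2.28), but that column has 58 distinct values only. For crown root, the region on chromosome 2 from 9830228 to 9830728 had 15.5 in Crown_root_UN2 and 2.97 in Developing_protoxylem of seminal root (2.05). For seedling, the region on chromosome 11 from 26284728 to 26285228 had 10.7 in Companion_cell, a column of 76 distinct values, and 2.41 in the next (1.78). For axillary bud, the region on chromosome 5 from 21247615 to 21248115 had 12.7 in Developing_xylem and 3.71 in Xylem_precursor of the same organ (1.53). For panicle, the region on chromosome 4 from 13243658 to 13244158 had 13.4 in Panicle_UN4 and 4.47 in the next (1.40). The list names it for IM of panicle, a name without a column in the table, and among the panicle columns Panicle_UN4 led 68.1% of the 47 regions listed for IM with at most 3 states in all. In the other 8 organs the list named the leading state and no other. Most of the leading columns lay below the median of 402.5 distinct values. Developing_xylem of axillary bud had 121, Central_endosperm 145, Early_seedling_UN1 195, Leaf_UN2 205 and Crown_root_UN2 206. Panicle_UN4 had 427 and Scutelar_vascular_bundle of early seed 655. A rule that takes the largest margin over all columns can favour shallow columns, whose values carry more sampling error.

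Whether accessibility follows the organ or the cell type was addressed by correlating the states. The mean Pearson correlation across regions was 0.840 for the 884 pairs of states of 1 organ, 0.860 for the 76 pairs with the same label in different organs, and 0.716 for the other 7168 pairs. The value for the same label depended on the organs: its mean was 0.951 between the roots, 0.900 between the seedling stages and 0.853 between the seed stages, but 0.707 for leaf with axillary bud, 0.752 for leaf with early seedling and 0.790 for leaf with seedling, below the mean within an organ. The correlation within an organ exceeded that with other organs in 9 of 9 organs, by 0.126 ± 0.043 (SD over 9 organs). It ranged from 0.0571 in early seedling to 0.188 in panicle. These organs also had the lowest and the highest median number of distinct values, 195 and 691. Seedling, next lowest at 212, had 0.0631. The orders differ in places, such as seminal root (320 distinct values, 0.119) and late seed (275, 0.123). The range over organs may therefore reflect depth, which was not tested. States of 1 organ come from the same libraries, so a shared library effect enters the excess within organs. Restricting the comparison to specific regions moved the mean difference most, to 0.279. The authors listed these regions as specific to states of the same nuclei, a choice that favours a larger difference.

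The same label correlated better than different labels in 8 of 8 organ pairs that share at least 2 labels, by 0.0708 ± 0.0349 (SD over 8 organ pairs, which share organs). Crown root and seminal root had the widest difference, 0.120, and early seedling and leaf the narrowest, 0.0274. With specific regions only, chosen as specific to states of the same nuclei, the mean difference was 0.169.

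The pairs of related organs were compared label by label. Seminal root and crown root shared 12 labels. The same label correlated at 0.951 ± 0.0332 (SD over labels) between them and different labels at 0.831, and for all 12 seminal root labels the closest crown root column had the same label. In the reverse direction this held for 11 of 12, with Columella of crown root closest to Atrichoblast of seminal root. Early and late seed shared 10 labels, at 0.853 ± 0.0352 for the same and 0.751 for different labels, and the closest column had the same label for 6 of 10 early seed labels and 7 of 10 late seed labels. Early seedling and seedling shared 12 labels, at 0.900 ± 0.0467 and 0.792, and the closest column had the same label for 8 of 12 in either direction. The lowest same-label value was that of Scutelar_vascular_bundle between the seed stages, 0.773, below the mean of 0.781 with the other labels.

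**Figure D2:**
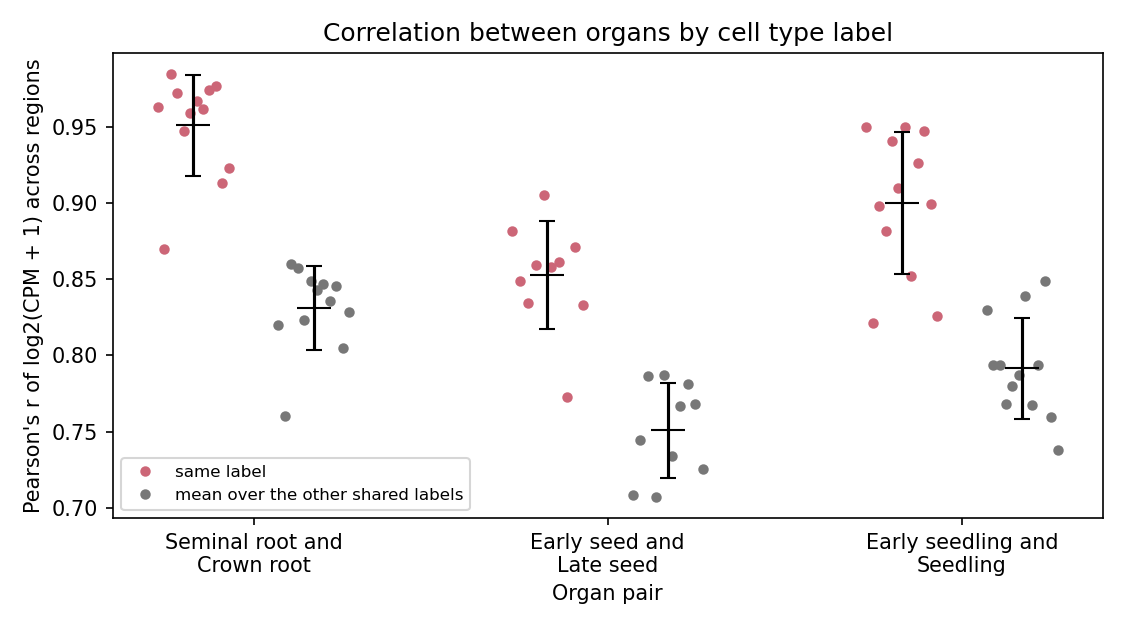
Pearson's r of log2(CPM + 1) across regions between the organs of each pair, for each shared cell type label (red, same label) and as the mean with the other shared labels (grey). Black bars are the mean and SD over labels, with a same-label mean of 0.951 for the roots, 0.853 for the seed stages and 0.900 for the seedling stages.

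Differences common to all labels of an organ pair were then counted, without a test because no organ has replicate columns. Between crown root and seminal root, 0 regions were higher in crown root and 9 lower by more than 1 on the log2 scale in each of the 12 labels, of 128223. Late seed exceeded early seed in this way in 334 regions and fell below it in 108, of 128470. Seedling exceeded early seedling in 7 regions and fell below it in 0, of 128709. These counts depend on the scale: a pseudocount of 0.1 gave 18, 1292 and 14 regions for the roots, the seed stages and the seedling stages, and a pseudocount of 5 gave 0, 3 and 1.

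The direction was the same in every shared label, at any size of difference, in 29706 regions (23.1%) for the seed stages, 3509 (2.73%) for the seedling stages and 557 (0.434%) for the roots. Independent directions would give 0.195% with 10 labels and 0.0488% with 12. Of 100 random orientations of the labels, the highest gave 3801, 714 and 189 regions. The SD of the difference across regions ranged over labels from 0.22 to 0.64 in the roots, 0.55 to 0.85 in the seed stages and 0.40 to 0.75 in the seedling stages.

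The largest differences with 1 direction in every label were as follows, as the mean over labels ± SD over labels on the log2(CPM + 1) scale. The region on chromosome 12 from 15899603 to 15900103 was lower in late than in early seed (-2.45 ± 0.77), with a mean CPM of 1.15 against 11.7 over 10 labels. The region on chromosome 6 from 8010530 to 8011030 was higher in late seed (2.23 ± 0.67), at 8.22 against 0.776. In seedling against early seedling, the region on chromosome 2 from 32334502 to 32335002 was lower (-2.15 ± 0.65, CPM at most 5.19 against at least 6.52) and that on chromosome 6 from 26513411 to 26513911 higher (2.13 ± 0.45, CPM 23.1 against 4.74), over 12 labels. In crown root against seminal root, the region on chromosome 6 from 9381183 to 9381683 was lower (-1.97 ± 0.58, CPM 1.10 against 7.31) and that on chromosome 5 from 22353788 to 22354288 higher (0.94 ± 0.61, CPM 20.4 against 12.3), over 12 labels. The list marks both seed regions as specific and the other 4 as broadly accessible.

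The lists of the shared labels overlapped more for the same label than for different ones. The median Jaccard index, the shared part of the union of 2 lists, was 0.314 against 0.0844 for the roots, 0.261 against 0.0584 for the seed stages and 0.222 against 0.0114 for the seedling stages. In all 12 labels shared by the roots, seminal root had the longer list, with a median of 4693 against 1655 regions.

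The last comparison asked which regions set a cell type apart from the other states of its organ in several organs. Under limma with Benjamini-Hochberg adjustment, 10856 of 128756 regions passed an adjusted p of 0.05 for Mesophyll (6226 higher, 4630 lower), 8076 for Bundle_sheath (5502 and 2574), 7857 for Vascular_cell (5813 and 2044), 4895 for Epidermis (3533 and 1362) and 3609 for Companion_cell (2478 and 1131). These labels occur in axillary bud, early seedling, leaf and seedling (n = 4). Procambial_meristem, found in axillary bud, both roots, early seedling and seedling (n = 5), had 6465 regions (4244 and 2221) of 128755. For some labels depth differed in 1 direction in every organ. The Mesophyll columns had 535 to 2322 distinct values, above the organ median in each organ, as were those of Bundle_sheath and Vascular_cell. The Companion_cell columns had 76 to 364, below it in each organ. A depth effect shared between organs was not modelled, so part of these counts may reflect depth.

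These counts rest on single organs, and early seedling and seedling were taken as separate units. With organs of 1 tissue label averaged, limma called 2723 regions for Mesophyll (1896 higher, 827 lower), 571 for Vascular_cell (561 and 10), 186 for Procambial_meristem (174 and 12) and 0 for Bundle_sheath, Epidermis and Companion_cell, where 22134, 18069 and 18095 regions had an unadjusted p under 0.05. Without seedling, the counts were 2258 for Mesophyll (1577 higher, 681 lower), 1752 for Procambial_meristem (1556 and 196) and 280 for Vascular_cell (279 and 1), a smaller share of lower calls than with all organs for each of these labels. They were 0 for Bundle_sheath, Companion_cell and Epidermis, with 18689, 13340 and 16085 regions at an unadjusted p under 0.05. Without leaf, Epidermis rose to 24306 and Bundle_sheath to 14480. Epidermis had 0 calls without axillary bud or without early seedling, with 19163 and 18649 regions at an unadjusted p under 0.05. Bundle_sheath had 3455 without axillary bud and 1255 without early seedling, Mesophyll 3353 and 2661, and Vascular_cell 2214 without early seedling. Procambial_meristem had 1820 without crown root and 2862 without seminal root.

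**Figure D3:**
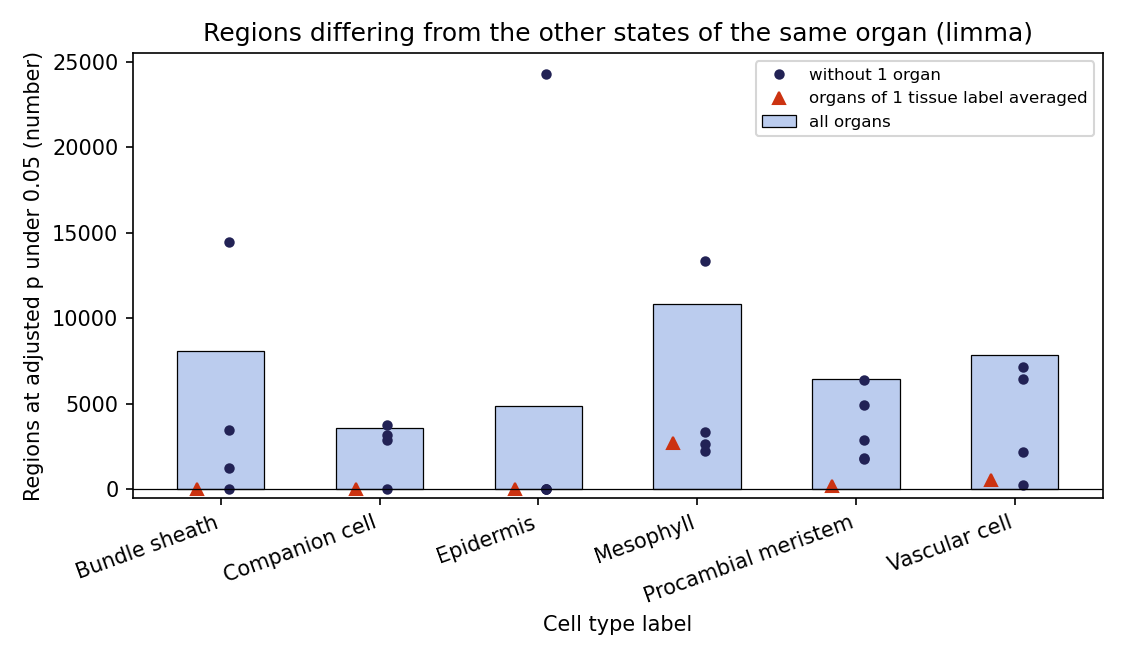
Number of regions at an adjusted p under 0.05 (limma) for each cell type label with all organs (bars), without 1 organ in turn (circles) and with organs of 1 tissue label averaged (triangles). Epidermis goes from 0 to 24306 regions depending on the organ left out, against 4895 with all 4.

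Regions that the list names for a label in some but not all of the organs tested were followed in the remaining organs, a comparison chosen after seeing the data. As a reference served regions not listed for the label that were higher in the same organs as the listed ones. The share higher in every remaining organ was 49.4% against 28.4% for Companion_cell, 46.5% against 36.2% for Mesophyll and 36.0% against 31.8% for Epidermis. It was not above the reference for Bundle_sheath (33.1% against 33.8%), Vascular_cell (31.7% against 34.8%) and Procambial_meristem (21.5% against 23.6%). The list derives from the same nuclei, these regions were not listed in the remaining organs, and the reference was not matched on the size of the difference, so the shares are a description without a test.

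The region with the smallest adjusted p that was higher in every organ is given for each label, with the limma difference on the log2(CPM + 1) scale and its SE. Companion_cell had the region on chromosome 3 from 237565 to 238065 (3.04 ± 0.34 SE, adjusted p 0.0064), whose differences ran from 1.82 in axillary bud to 4.28 in leaf and which the list names for Companion_cell of leaf and of seedling. That SE is moderated by limma, and the SD over the 4 organs was 1.14. The largest differences, in leaf (4.28) and seedling (3.68), came from shallow columns of 80 and 76 distinct values. Procambial_meristem had chromosome 4 from 20564259 to 20564759 (2.31, adjusted p 0.00249, higher in 5 of 5 organs). Mesophyll had chromosome 2 from 2633465 to 2633965 (2.31, adjusted p 0.00156) and Epidermis chromosome 8 from 28165400 to 28165900 (2.26, adjusted p 0.00897). Bundle_sheath had chromosome 12 from 24813984 to 24814484 (1.85, adjusted p 0.0072) and Vascular_cell chromosome 7 from 4342049 to 4342549 (1.69, adjusted p 0.00316). The regions of the 5 labels other than Procambial_meristem were higher in 4 of 4 organs. The list marks the regions of Companion_cell and Mesophyll as specific and the other 4 as broadly accessible. The 6 regions kept an adjusted p under 0.05 with either other pseudocount, after another round of quantile normalization, on the deposited log2 values, without a filter, with a CPM limit of 5 and with shared labels as the only other states. They did not all keep it when organs changed. With organs of 1 tissue label averaged, the adjusted p was 0.0559 for the region of Bundle_sheath, 0.0513 for that of Companion_cell and 0.0926 for that of Epidermis. Without seedling it was 0.0822, 0.166 and 0.0886 for these regions, and for that of Epidermis it was 0.0921 without axillary bud and 0.0895 without early seedling. In the fit without the organ block it was 0.163 for Epidermis, 0.157 for Procambial_meristem, 0.987 for Bundle_sheath and higher still for Vascular_cell. The difference stayed above 0 in each of these settings.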

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

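Of the tests in this part, that of the state name without regions of few states was chosen only after the result was seen, and the others were set before it.

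The table holds 8797 regions (6.83%) that the list does not mark as either specific or broadly accessible. They drew attention because no comparison of the list uses them. Their median tau index was 0.726, between the 0.816 of specific and the 0.611 of broadly accessible regions, and the median of their mean CPM was 3.62. Removal of regions for overlap with listed ones is argued against as the main cause: 46.4% lay within 500 bases of a listed region, fewer than the 53.9% among 8797 listed regions drawn at random, and 2 overlapped one. An origin in the 4 states that only the table names is argued against as well, since the share led by such a state was 0.948 times that of listed regions. A filter of the authors between the table and the list remains open, because the rule of the list is not given in the sources used here. The design gives no group for these regions, so no biological explanation was tested.

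The list names 4 states that have no column in the table: Bulliform of early seedling with 943 regions, Bulliform of seedling with 1724, IM of panicle with 480 and seedling_unknown2 of seedling with 121. The table in turn has 4 columns that the list does not name. The explanation tested was the same states under other names, for the list-only names with regions of at most 3 states. A region was taken as led by the highest column among those of the organ in question, not of the whole table. For 3 of these 3 names, the regions were most often led by a column that only the table names. Among the early seedling columns, Early_seedling_UN3 led 78.2% of 55 such regions for Bulliform of early seedling, against 3.61% of all specific regions. Among the panicle columns, Panicle_UN4 led 68.1% of 47 for IM, against 5.71%, and among the seedling columns, Seedling_UN4 led 82.7% of 202 for Bulliform of seedling, against 8.42%. These values are consistent with the same states under other names. For seedling_unknown2 no region names at most 3 states, so the test is void. Over all its regions, the remaining column Seedling_UN1 was raised to rank 3 of 17 columns, which leaves open whether it is the same state. Results by state name in the report use names as each file gives them and make no such match. No biological explanation was tested.

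Dixon's test marked no organ in the 12 sets examined, of which 6 held 9 organs and 6 held 4 or 5, where chance would mark about 1 set in 20. The sets of 4 or 5 organs were the organ differences at the region named for each label. These regions were chosen for a small adjusted p and a difference above 0 in every organ. An outlying organ could hardly appear there, so these sets do not decide whether an organ stands apart. Leaf stood apart for Epidermis across all regions, as given among the other observations.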

How the results depend on the processing

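Chosen only after the data were seen were the log2 values as deposited, the limma filter at a CPM of 5, and the use of shared labels as the only other states. The 6 comparisons with sign orientations were set before. No paired analysis was possible because the columns are pooled over the 2 libraries of an organ and carry no replicate number. A stricter threshold of the list was not run because the list has no score, edgeR was not run because whole reads could not be recovered, and the position relative to genes was not analysed here.

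The differences in correlation by organ and by label stayed above 0 under every alternative run. Within minus between organs ranged from 0.116 with a pseudocount of 5 to 0.279 with specific regions only. Same minus different label ranged from 0.0635 without the columns of lowest depth to 0.169 with specific regions only. Leaving out each organ in turn gave 0.119 to 0.141 and 0.0638 to 0.0900. Specific regions were listed by the authors as specific to states of the same nuclei, a choice that favours larger values. The larger values with these regions are therefore no separate support, and other causes were not tested.

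The median number of accessible regions per state fell to 96430.5 at a CPM of at least 2 and 60364 at 5, by construction. The specific share was 26.4% by the tau index, which uses another definition and all regions of the table. An overlap of at least 50% matched 119969 listed regions in place of 119967.

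The regions beyond 1 in every label of an organ pair depended on the scale. For the roots the count was 9 with the pseudocount of 1, 18 with 0.1, 0 with 5 and 18 on the deposited log2 values. For the seed stages it was 442, then 1292, 3 and 1446. For the seedling stages it was 7, then 14, 1 and 15. Beyond 2 the count was 0 for all 3 pairs. A larger pseudocount shrinks differences of low values by construction. For the seed stages, 334 regions were higher and 108 lower in late seed with the pseudocount of 1. The excess of higher regions stayed with 0.1 (972 and 320) and on the deposited log2 values (1078 and 368), settings that give more weight to differences of low values. With the pseudocount of 5 it was not seen (1 higher, 2 lower), but 3 regions are too few to show a reversal. By other readings of a shared difference the excess was small. With the same direction and a mean beyond 1, 3302 regions were higher and 3289 lower. By direction alone, 15710 were higher and 13996 lower. The excess thus depends on the reading chosen. Without a filter or with quantile normalization repeated, the counts stayed within 1.5 times. The latter changed little because the values were already normalized. The counts of labels with the same closest column stayed within 1.5 times under every alternative run.

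The counts of the limma test moved as well. With a pseudocount of 5 they were 5274 for Bundle_sheath, 2599 for Epidermis and 1949 for Companion_cell, and the split for Companion_cell became 1547 higher and 402 lower against 2478 and 1131. With shared labels as the only other states Epidermis had 11536 (6775 higher, 4761 lower, against 3533 and 1362) and Procambial_meristem 2259. Without the organ block, states were treated as units and differences between organs entered the spread. Companion_cell then had 5659, Mesophyll 316 (312 higher, 4 lower) and Procambial_meristem 12 regions (12 and 0), and Bundle_sheath, Epidermis and Vascular_cell 0, with 3363, 9262 and 1810 at an unadjusted p under 0.05. With organs of 1 tissue label averaged, which leaves 3 units for all 6 labels, Mesophyll had 2723 (1896 higher, 827 lower), Vascular_cell 571 (561 and 10) and Procambial_meristem 186 regions (174 and 12), and Bundle_sheath, Epidermis and Companion_cell 0, with 22134, 18069 and 18095 at an unadjusted p under 0.05.

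Leaving out each organ in turn gave 0 (without seedling) to 14480 (without leaf) for Bundle_sheath, 0 (without seedling) to 3793 for Companion_cell, 0 (without axillary bud, early seedling or seedling) to 24306 (without leaf) for Epidermis, 2258 (without seedling) to 13357 for Mesophyll, 1752 (without seedling) to 6426 for Procambial_meristem, and 280 (without seedling) to 7143 for Vascular_cell. Fewer organs lower the power of the test, which covers the falls in part. The cause of the rises was not tested here beyond the values on leaf given among the other observations. The self-test shows that the step makes calls with 4 or 5 organs, and it was not run with 3.

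For each of the 6 labels, 1 of the possible sign orientations of the organ differences, the real one, gave as many calls. There are 8 orientations with 4 organs and 16 with 5, so the share cannot fall under 0.05 and chance cannot be excluded by this count. The largest count of any other orientation was 0 in all 6 labels. Simulated differences with no region changed also gave 0 calls for each label, but they took organs as independent, and a spread shared between organs was not modelled.

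For the single regions named, 84 values under alternatives stayed within the spread over labels or states or under the adjusted p of 0.05, 28 moved further, 12 no longer passed the adjusted p, and none changed direction. The 12 came from fits with organs left out or averaged or without the organ block, among 55 values in settings that change organs, states or the filter. Depth limits the values of shallow columns: the least total count differs 65.3-fold between columns, and no error can be given for a single region in a single column.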

Other observations

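The tests of root accessibility and root depth, of list length against depth, of the depth of unmatched labels and of the depth of the leaf column were chosen only after the result was seen. The other tests in this part were set before their values were seen, although each pattern was found in the same data.

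In all 12 shared labels the list of seminal root was longer than that of crown root. Summed over labels, 36796 entries were listed for seminal root only, 21151 for both and 3805 for crown root only. Regions listed for seminal root only were higher there by a median of 0.25 on the log2(CPM + 1) scale, and those listed for crown root only were lower there (-0.56), so the lists follow the difference at the regions they were chosen by. Higher accessibility in seminal root as the whole cause remains open. With the listing rates of crown root at equal excess over other states, the seminal root columns gave at most 11.9% of their extra entries, over 12 labels and 2 measures of excess. Between labels of 1 root the same step gave a median of 39.0% or less of the extra entries of the longer list, under the 50% asked of it, so it cannot decide. Greater depth of the seminal root columns is argued against, since 3 labels had a shallower seminal root column and still the longer list. A threshold of the authors that acted differently in the 2 organs stays open, as does a biological difference between the root types, which was not tested beyond these values. Whether the lengths of lists of different organs compare numbers of specific regions stays open too.

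Within organs, list length did not follow depth: the deeper states had the longer lists on average in 3 of 9 organs (early seed, late seed and early seedling). The first look was at rank correlations within organs, and the comparison of deeper with shallower states was made afterwards. Depth as a common driver of list length is argued against by this count. No biological explanation was tested.

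The share of regions with 1 direction in every label was far higher between early and late seed (23.1%) than in the other pairs. Chance orientation is argued against, because 0 of 100 random orientations gave as many regions. Several readings of a shared difference were seen before this one was written down, namely the same direction, a mean beyond 1 with the same direction, and each label beyond 1. By the second, 3302 regions were higher and 3289 lower in late seed, against 298 and 24 between the seedling stages and 0 and 48 between the roots. DNA of endosperm nuclei spread through the libraries of a stage could give a shared shift. Regions lower in late seed in every label were led by an endosperm or aleurone state of early seed 1.22 times as often as all regions, and those higher in late seed by such a state of late seed 1.04 times as often. This lies between the ratio of 1.5 set for that cause and that of 1 set against it, so it stays open. A library batch cannot be told apart from the stage, since each stage has its own 2 libraries and no library holds both. Depth differed in 1 direction in this pair: the early seed column had more distinct values in 10 of 10 shared labels. Between the roots the seminal root column had more in 9 of 12, and between the seedling stages the early seedling column in 3 of 12. Whether depth contributes to the shared direction was not tested, so it stays open. A developmental difference between the stages also stays open and was not tested.

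Of the 34 shared labels in the organ pairs, 8 had another label as their closest column when searched from seminal root, early seed or early seedling into the other organ of the pair. Counting either direction, 14 were unmatched and 20 matched both ways. The shallower column of a matched label had 1.65 times the distinct values of that of an unmatched one at the median (319.5 against 194) in the first direction, and 2.39 times (390 against 163) when a match in both directions was asked for. Low depth may contribute. The lowest depth of a label matched both ways was 109 distinct values and the highest of an unmatched one 479, so the ranges overlap, and these values do not decide. Scutelar_vascular_bundle of early seed was closest to Nucellar_epidermis of late seed (0.851 against 0.773 for its own label), with 655 and 323 distinct values in its columns. This label was singled out after its values were seen. No biological explanation was tested.

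Leaf stood apart in the cell type effect of Epidermis. Across regions, the Epidermis differences of leaf correlated at a mean of 0.0847 with those of the other 3 organs (at most 0.175), while those of the other organs correlated at 0.670 with each other (at least 0.553). For the 5 labels in leaf, the mean correlation with leaf was the lower in 5 of 5, at 0.274 against 0.524 for Bundle_sheath and 0.342 against 0.518 for Mesophyll, but by little for Vascular_cell (0.370 against 0.440) and Companion_cell (0.281 against 0.320). For Companion_cell, leaf with seedling was the highest of the organ pairs (0.431). Regions are not independent replicates, and the organs share no columns. Low depth of the leaf column is argued against for Epidermis, since 1 organ, early seedling, has a shallower Epidermis column (237 against 420 distinct values) and correlated at 0.749 with seedling. Other leaf states that resemble the epidermis, such as Bulliform or Guard_cell, could hide the effect. With the 4 labels shared by these organs as the only other states, the leaf correlation rose to 0.222 but reached 32.7% of the 0.681 among the other organs, under the 50% set for that cause. Epidermal nuclei held in a leaf column of another label remain open. The Epidermis differences of 3 of 3 other organs correlated most with a leaf column other than Epidermis, but with 3 different columns, Bulliform (0.212), Guard_cell (0.0829) and Leaf_UN2 (0.177). The correlations of the columns themselves go against this explanation in part: leaf Epidermis was the closest leaf column to Epidermis of early seedling (0.659) and of seedling (0.708), whereas for axillary bud Epidermis (0.682) was slightly below Vascular_cell (0.684) and Mesophyll (0.683). A difference between leaf and the other organs, in library or in biology, stays open and was not tested.

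Neighbouring specific regions named a common state more often than after shuffling the annotations within the chromosome. The share was 63.2% for neighbours up to 2 kb apart, 40.6% from 2 to 10 kb and 35.0% from 10 to 50 kb, against 28.4% on average in 100 shuffles at each distance. Windows cut from 1 broad accessible region are argued against as the whole cause by the excess of 6.57 percentage points over the shuffled mean at 10 to 50 kb, where the observed 35.0% lies above the highest shuffle of 29.4%. They may still account for part of the excess at short distance. Shared regulation of neighbouring genes and large domains of open chromatin were not tested. The share of specific regions ranged from 31.4% on chromosome 3 to 41.2% on chromosome 12.

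In 5710 specific regions the highest column was not a named state. The leading column of these regions had a median of 181 distinct values, against 357 where the leader was named, a ratio of 1.97. This is consistent with sampling noise of shallow columns. The columns that the list does not name at all led 644 of these regions (11.3%). No biological explanation was tested.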
